A study of Mus musculus with 2 samples. Its data were reported in "Deficiency of STING Signaling in Embryonic Cerebral Cortex Leads to Neurogenic Abnormalities and Autistic‐Like Behaviors" (2020).

How the data were processed

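Single-cell RNA sequencing was analysed for 2 libraries of mouse cerebral cortex at postnatal day 0, 1 from WT and 1 from STINGf/f;Nestin-Cre (cKO) mice, grouped by the genotype in the labels. Per the labels and the study's methods, cortex was dissociated to single cells and captured with the 10x Genomics Chromium kit. For each library the authors deposited a matrix of UMI counts per gene and barcode, which per the file headers was written by Cell Ranger 3.0.1. It lists 27998 genes, the values are raw whole counts with no normalization, and the smallest UMI sum of a barcode is 502. How cells were called, the genome build, the annotation and whether counting used strand are not stated. The authors also deposited a matrix of both libraries combined, in which the counts of the cKO library are 94.5% of those in its own matrix while the WT counts are complete. A marker table that the authors deposited gives log fold changes of genes in 19 numbered clusters, taken as natural log from the column name since the base is not stated, with no cell type names and no link from clusters to barcodes. It was used only for single values in the closing section. Tables that repeat these counts, and per-barcode totals, were not used.

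Cells were kept with at least 500 genes and at most 10% of UMIs from mitochondrial genes, which left 6766 of 10715 WT and 6080 of 9198 cKO barcodes. Doublets were called in each library with Scrublet in scanpy 1.11.5 at its automatic threshold and left out (2.66% of WT and 2.20% of cKO cells), leaving 6586 and 5946 cells. Mitochondrial RNA above 10% removed most of the barcodes lost, as 35.9% of WT and 32.9% of cKO barcodes exceeded it. Counts were scaled to 10000 per cell and log transformed, 2000 variable genes were chosen by dispersion, and 30 principal components, 15 nearest neighbours and Leiden clustering at resolution 1 (leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0) gave clusters of both libraries together. Mitochondrial, ribosomal protein, haemoglobin and sex-linked genes and every gene compared by name were left out of the clustering. Each cluster took the name of the marker list with the highest mean of its genes, each scaled over clusters. A cluster stayed unnamed where fewer than 3 markers were detected in at least 10% of its cells, where its 10 leading genes held more markers of another class, or where its depth was low and no own marker led it. A rule added after seeing the data, that clusters led by granulocyte genes stay unnamed, concerned 1 cluster (0.987% of WT and 0.656% of cKO cells) that had too few detected markers in any case. Names end in -like because they rest on markers alone. Any difference from the study's cell types can come from these rebuilt names.

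UMIs were summed per class and library and given as CPM (UMIs of a gene scaled to a common total per library) with exact 95% Poisson intervals. Ratios of cKO over WT carry the exact conditional binomial interval, and shares of cells the Clopper-Pearson interval. The interval of a difference of shares combines both. These cover counting error only. With 1 library per group no test was run, and no p-value or count of changed genes is given. Shares of cells with a UMI were compared after thinning each cell to 1000 UMIs, leaving out shallower cells, with microglia-like cells as the background for free RNA. Correlations between libraries were Pearson's r across genes with a UMI in either library, for classes with at least 20 cells per library, beside r between random equal parts of the WT cells (20 draws) and r with equal cell numbers. Gene lists were described by the median log2 ratio, with 0.5 UMIs added, over genes with at least 10 UMIs, and its percentile among 10000 lists drawn from the 100 genes nearest in mean. Single genes were set against the 500 genes nearest in mean CPM.

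Besides the genes the study compared, the text names, in each of neuron-like, progenitor-like and radial glia/astrocyte-like cells, the 3 genes with the highest and the 3 with the lowest log2 ratio of CPM + 10 among genes with at least 50 UMIs in either library and Poisson intervals that do not overlap, leaving out mitochondrial, haemoglobin and sex-linked genes. Of 34 named genes, 34 were found by identifier in GENCODE M21 (GRCm38), and 27645 of the 27998 genes in the files. Coordinates are given in that annotation. Near-identical copies were sought among its transcripts with BLAST 2.17.0 at 95% identity over at least 100 bases.

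Alternatives, fixed before the data were examined except where the closing section says otherwise, were no filter on cells, a stricter filter (at least 1000 genes and at most 5% mitochondrial), no doublet removal, resolutions 0.5 and 2, each library clustered alone, classes from marker scores of single cells, the combined matrix, TMM factors from edgeR 4.0.16 used for scaling alone (R 4.3.3), CPM without mitochondrial, ribosomal protein and haemoglobin genes, the mean of each cell's CPM, thinning to 2000 UMIs or none, and other settings for r. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

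The statistics were tested on simulated data: Poisson counts were drawn for the real genes from the pooled profile and UMI totals of a class, with 200 genes changed by known folds. In the simulation of neuron-like cells (12823 genes) 95.2% of the intervals held the true log2 ratio and 95.5% of the changed genes had the right sign beyond their interval. In that of progenitor-like cells (10661 genes) the shares were 95.5% and 90.0%. No changed gene had the wrong sign. Of 100 random lists without change, 2% and 6% fell outside the central 95%, and a list of raised genes lay above all random lists. Depth limits what can be seen. Over all cells 1 UMI is a small part of 55650965 UMIs in WT and 54559302 in cKO, but mural-like cells held 297855 and 187668, so low genes in small classes carry wide intervals.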

Results

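To describe the STING cKO cortex at single-cell level, the study sequenced the RNA of dissociated cerebral cortex of newborn mice (postnatal day 0) on the 10x Genomics Chromium platform, which tags each captured molecule with a unique molecular identifier (UMI). The 2 libraries were 1 wild type (WT) library and 1 library of STINGf/f;Nestin-Cre mice, in which Cre recombinase is made in the neural lineage and deletes the STING gene there (cKO). With no replicates in either group, every difference below is a difference between these libraries and has no replicate check, and the intervals cover counting error only. The files held 10715 barcodes with 69554624 UMIs for WT and 9198 barcodes with 67448785 UMIs for cKO, 19913 barcodes in all. After filters on genes per cell, mitochondrial RNA and doublets, 6586 WT cells with a median of 6542 UMIs and 5946 cKO cells with a median of 7521 UMIs were kept. The study's count of cells after quality control does not say whether it is per library or in all.

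The deleted gene was examined first, because it checks the labels. STING is encoded by Tmem173 (ENSMUSG00000024349, chromosome 18, 35733679 to 35740554, minus strand, in GENCODE M21 on GRCm38, the authors' own build not being stated). Over all kept cells it had 126 UMIs in the WT library (2.26 CPM, 95% exact Poisson interval 1.89 to 2.70) and 18 in the cKO library (0.330 CPM, 0.196 to 0.521). The log2 ratio of cKO over WT was -2.78 (95% interval -3.58 to -2.06). It stayed between -2.95 and -2.51 under each scaling and in the combined matrix, and TMM factors moved it most, to -2.51. The direction was that of the labels, but endothelial-like and microglia-like cells, which carried much of the signal, were also fewer in cKO, so the ratio over all cells does not isolate the deletion. Neuron-like cells had 0 Tmem173 UMIs in both libraries, with an upper limit of 0.108 CPM in WT and 0.0979 CPM in cKO, so that a loss in neurons was not detectable at this depth. Progenitor-like cells had 6 UMIs in WT and 0 in cKO, and radial glia/astrocyte-like cells had 9 and 1. The named neural classes together had 15 and 1 (log2 ratio -4.02, -9.41 to -1.32). Most of the named signal came from cells outside the neural lineage. Endothelial-like cells had 44 and 10 UMIs (26.7 and 11.2 CPM, log2 ratio -1.25, -2.40 to -0.24), and microglia-like cells had 22 and 3 (33.0 and 6.64 CPM, log2 ratio -2.31, -4.70 to -0.58).

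The sex-linked genes differed between the libraries. Xist, which is transcribed from the inactive X chromosome of female cells, had 10 UMIs in the WT library and 70752 in the cKO library, and 98.0% of cKO cells held at least 1 Xist UMI against 0.152% of WT cells. The Y chromosome genes Ddx3y, Eif2s3y, Kdm5d and Uty together had 9744 UMIs in WT and 6 in cKO. Each comparison below is therefore also a comparison of a library with Y transcripts and a library with Xist.

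**Figure D1:**
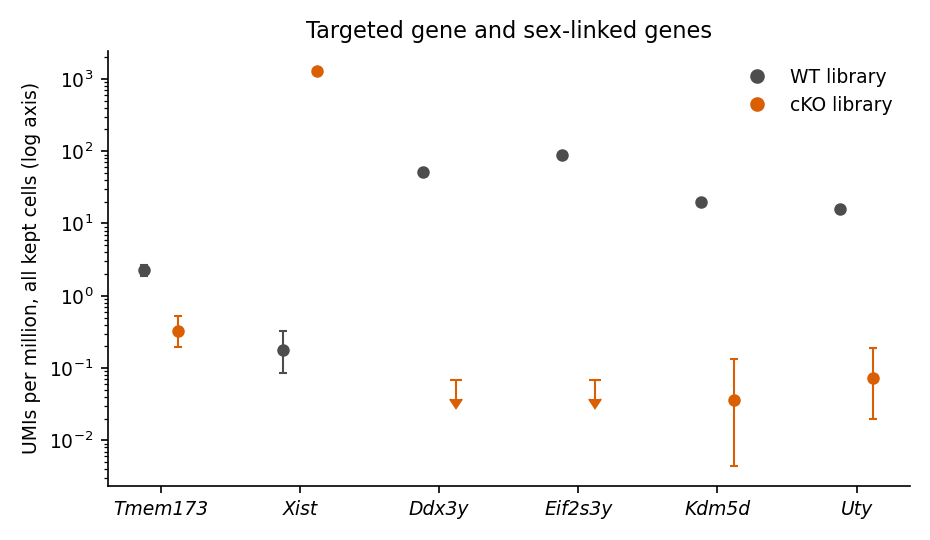
Level of Tmem173, Xist and 4 Y chromosome genes in all kept cells of the WT library (grey) and the cKO library (orange), in CPM on a log axis, with 95% exact Poisson intervals. An arrow marks the upper limit of a gene with 0 UMIs. Tmem173 and the Y genes were lower in cKO and Xist was higher, at 1297 CPM against 0.18 CPM.

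The study next compared the numbers of cells of each type. The files name no cell type for any barcode, so classes were rebuilt by clustering both libraries together and naming clusters from marker genes fixed before the data were examined. The 12532 kept cells formed 40 clusters, of which 35 could be named. In 18 clusters at least 90% of the cells came from 1 library (10 of them WT, 8 cKO), and these held 56.3% of all cells, so a cluster of this kind can be a library rather than a cell type. Clusters left unnamed held 11.6% of WT cells (95% Clopper-Pearson interval 10.8 to 12.4) and 6.17% of cKO cells (5.57 to 6.81). These classes are not the study's own, and any difference from the study can come from the rebuilt names.

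Neuron-like cells made up 61.7% of the WT library (4061 of 6586 cells, 60.5 to 62.8) and 67.1% of the cKO library (3989 of 5946, 65.9 to 68.3). This difference of 5.43 percentage points did not keep its direction. It was -6.63 points when the highest doublet scores were removed at 1 rate rule in both libraries, a setting chosen after seeing the data. Kept cKO cells then went from 5946 to 5633, but the share in no named class rose from 6.17% to 21.9% in cKO and from 11.6% to 13.95% in WT. That change of sign can therefore come from clusters losing their name. The difference was -1.10 points (-2.84 to 0.64) when single cells were classified by marker score without clustering. As shares of all kept cells, interneuron-like cells were 17.99% in WT and 17.7% in cKO (1185 of the 4061 and 1052 of the 3989 neuron-like cells), and Cajal-Retzius-like cells were 0.972% and 1.33%, each share of all kept cells differing by less than counting error.

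Progenitor-like cells, the union of intermediate and cycling progenitor-like clusters, made up 8.81% of WT (580 cells, 8.13 to 9.52) and 13.7% of cKO (816 cells, 12.9 to 14.6). The sub-classes moved apart. Cycling progenitor-like cells were 5.62% of WT (5.07 to 6.202) and 3.58% of cKO (3.12 to 4.09), whereas intermediate progenitor-like cells were 3.19% (2.78 to 3.64) and 10.1% (9.39 to 10.9). These sub-class shares are uncertain, as a cluster of 116 WT and 100 cKO cells counted as intermediate was led by DNA replication genes such as Mcm2, Mcm3 and Mcm5 and held none of its list's markers among its leading genes. The intermediate difference also rested on naming. A cluster with 0 WT and 380 cKO cells, led by Eomes, Sstr2 and Rnd2, carried the name, while a cluster with 589 WT and 2 cKO cells, also led by Eomes, Sstr2 and Rnd2 among others, stayed unnamed because its best-scoring list was the neuronal one while its leading genes held more markers of another class. Counting such unnamed clusters as progenitor-like brought the difference in the progenitor-like share from 4.92 to 1.02 points (-0.35 to 2.39). At resolution 2 it was -1.11 points (-2.31 to 0.090), and both intervals include 0.

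The remaining named classes together fell by 4.96 points, from 17.98% of WT (17.1 to 18.9) to 13.02% of cKO (12.2 to 13.9), and were lower in cKO under every alternative tried, the largest difference being -15.4 points under the stricter cell filter. Radial glia/astrocyte-like cells were 8.88% of WT and 7.10% of cKO. Oligodendrocyte precursor (OPC)-like cells were 4.77% and 3.16%, endothelial-like cells 1.69% and 0.925%, ependymal-like cells 1.38% and 0.908%, and microglia-like cells 0.774% and 0.471%. Mural-like cells, 0.486% and 0.454%, differed by less than counting error.

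**Figure D2:**
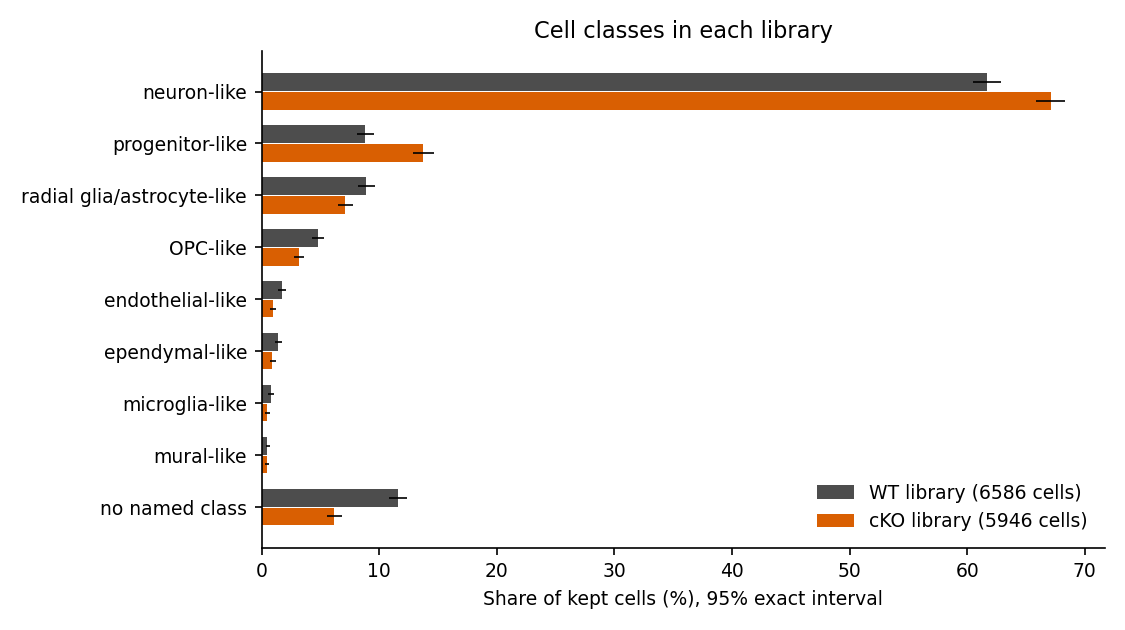
Share of kept cells in each class, in percent, for the WT library (grey, 6586 cells) and the cKO library (orange, 5946 cells), with 95% exact binomial intervals for counting error. Neuron-like cells were the largest class in both libraries, at 61.7% and 67.1%, and the share in no named class was 11.6% and 6.17%.

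To ask which cell types differed most between WT and cKO, the study ranked clusters by the correlation of their mean expression. Here Pearson's r was taken across genes on log2(CPM + 1) of the UMI sums of each class, and genes are not independent replicates. It was 0.977 in neuron-like cells, 0.965 in radial glia/astrocyte-like, 0.964 in progenitor-like, 0.939 in OPC-like, 0.918 in endothelial-like, 0.913 in ependymal-like, 0.871 in microglia-like and 0.732 in mural-like cells. The progenitor-like class was number 6 of 8 counted from the lowest. The order followed the number of cells in the smaller library, except that the progenitor-like class, with more cells and UMIs than the radial glia/astrocyte-like class, had a slightly lower r. When the WT cells of a class were split at random into equal parts, with no genotype involved, r ran from 0.998 in neuron-like to 0.637 in mural-like cells. With 16 cells drawn per library in every class, r was 0.635 in progenitor-like cells, number 4 from the lowest, and the lowest was 0.510 in OPC-like cells. Against WT sets of the same size, the progenitor-like class showed the largest drop of the 8 classes, from 0.707 within WT to 0.635 between libraries. This drop of 0.072 was followed by 0.059 in ependymal-like cells, and r of progenitor-like cells ran from 0.576 to 0.691 over the draws. The class also differed in makeup, as cycling clusters held 370 of its 580 WT and 213 of its 816 cKO cells. Sets drawn within WT do not share that difference, so the drop can come from the naming of clusters. The rank changed most when cells were also thinned to 1000 UMIs, where the progenitor-like class was number 1, but there r lay between 0.0667 and 0.0910 in all 8 classes.

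**Figure D3:**
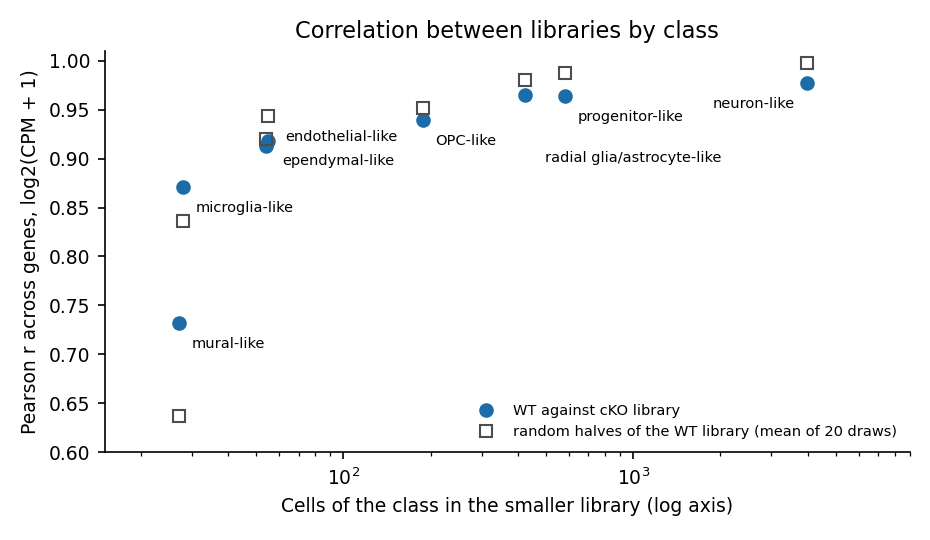
Pearson's r across genes between the WT and cKO libraries (filled circles) and between random equal parts of the WT library (open squares, mean of 20 draws), plotted for 8 classes against the number of cells in the smaller library on a log axis. Both sets of points rise with class size, from 0.732 and 0.637 in mural-like cells to 0.977 and 0.998 in neuron-like cells.

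The study examined Emx2 and Lhx2 in progenitors. Both genes, like every gene compared by name here, were left out of the clustering. CPM scaling left the median gene of a class off 0 (log2 ratio -0.29 over all cells, -0.19 in neuron-like and -0.074 in progenitor-like cells), and TMM factors brought it to -0.028, -0.0059 and 0.013, so each ratio is read against these medians. In progenitor-like cells, Emx2 (ENSMUSG00000043969, chromosome 19, 59458372 to 59465357) was at 52.4 CPM in WT (46.8 to 58.6) and 67.5 CPM in cKO (61.8 to 73.5), a log2 ratio of 0.36 (0.16 to 0.57). This lay at the 67.0th percentile of the 500 genes nearest in mean CPM in the same cells. Clustering each library alone moved it most, to 0.66. By sub-class the ratio was 0.44 (0.12 to 0.77) in cycling and -0.17 (-0.45 to 0.11) in intermediate progenitor-like cells, where it became 0.32 (0.092 to 0.56) once the unnamed clusters with most of their markers were joined. Lhx2 (ENSMUSG00000000247, chromosome 2, 38339281 to 38369733) rose from 319 CPM (304 to 333) to 896 CPM (875 to 917), a log2 ratio of 1.49 (1.42 to 1.57) at the 99.4th percentile of its 500 neighbours. The ratio ranged from 0.98 to 1.81 over the alternatives. Emx2 and Lhx2 are each overlapped by genes on the opposite strand, and whether counting used strand is not stated. After thinning to 1000 UMIs per cell, 26.2% of WT (22.7 to 30.0) and 57.2% of cKO progenitor-like cells (53.8 to 60.6) had an Lhx2 UMI, and 6.91% (4.98 to 9.29) and 7.72% (5.98 to 9.77) an Emx2 UMI. Without thinning the shares were 71.0% and 93.1% for Lhx2, and 30.5% and 36.3% for Emx2. Thinning left out 1 WT cell. As background, 0 of 51 WT and 0 of 28 cKO microglia-like cells had a thinned UMI of either gene, and without thinning 9.80% and 17.9% of them had an Lhx2 UMI and 0 and 3.57% an Emx2 UMI. Median depths were 10843 and 14152 UMIs there, and 9418 and 8124 in progenitor-like cells.

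In neurons, the study examined Arpp21, Limch1 and CTIP2, the product of Bcl11b. Arpp21 (chromosome 9, 112065091 to 112235938) was at 231.5 CPM in WT neuron-like cells (226 to 237) and 225.0 CPM in cKO (220.2 to 229.8). Its log2 ratio of -0.041 (-0.086 to 0.0030) was within counting error of 0 and became 0.15 with TMM factors. Limch1 (chromosome 5, 66745827 to 67057158) was at 125.7 CPM (122 to 130) and 85.2 CPM (82.3 to 88.2), a log2 ratio of -0.56 (-0.63 to -0.49). The largest move was to -0.245 under the stricter cell filter. Bcl11b (chromosome 12, 107910403 to 108003602) was at 258 CPM (252 to 263) and 203 CPM (199 to 208), a log2 ratio of -0.34 (-0.39 to -0.30), which ranged from -0.55 to -0.15. Limch1 and Bcl11b were lower in cKO in all 12 alternatives run for each. The neuron-like class included clusters with Isl1, Six3, Ebf1 and Bcl11b itself among their leading genes. These held 444 WT and 3 cKO cells, and 28 WT and 346 cKO cells. No alternative left them out, so a different makeup of the class stays open for the Bcl11b level and for its share of cells with a UMI. Among the 500 genes nearest in mean CPM, Arpp21 lay at the 48.6th, Limch1 at the 10.8th and Bcl11b at percentile 23.2, all within the central 95%.

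The share of neuron-like cells with a UMI, after thinning to 1000 UMIs, was 17.1% in WT (15.95 to 18.3) and 16.1% in cKO (14.9 to 17.2) for Arpp21, whose intervals overlapped. It was 9.99% (9.07 to 11.0) and 7.68% (6.87 to 8.56) for Limch1, and 20.6% (19.3 to 21.8) and 16.3% (15.1 to 17.5) for Bcl11b. Without thinning, the shares were 55.3% and 54.5% for Arpp21, 42.5% and 38.2% for Limch1, and 44.7% and 40.9% for Bcl11b. Thinning left out 86 WT and 83 cKO cells, and median depths were 6483 and 7614 UMIs. In microglia-like cells the thinned share was 1.96% in WT for Arpp21 and 0 in the other 5 combinations of gene and library. Without thinning it was 13.7% and 10.7% for Arpp21, 5.88% and 7.14% for Limch1, and 11.8% and 10.7% for Bcl11b.

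**Figure D4:**
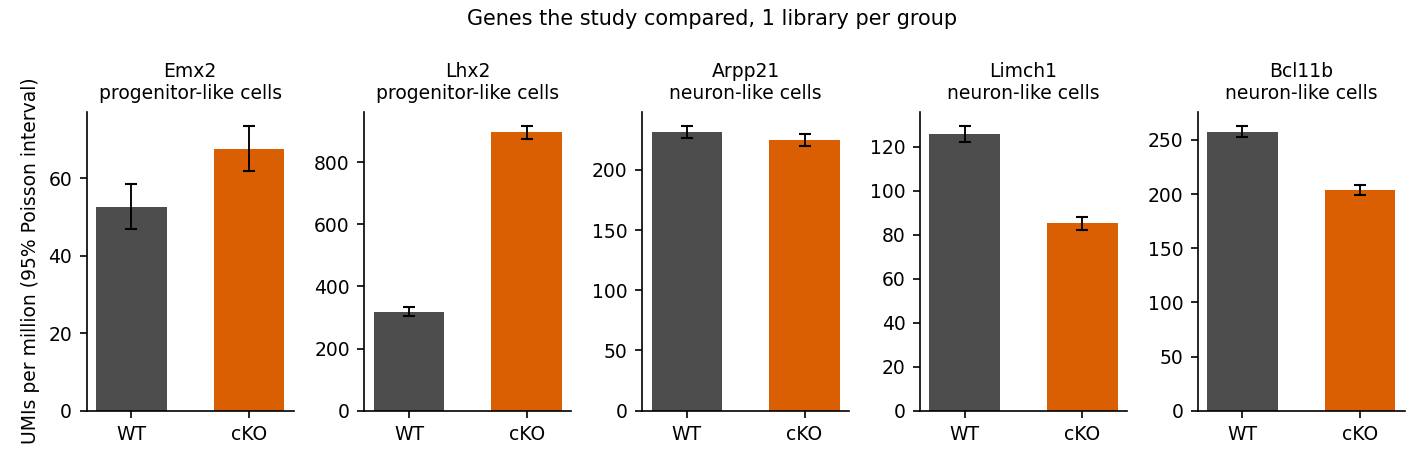
Level of 5 genes in CPM in the class in which the study compared them, for the WT library (grey) and the cKO library (orange), with 95% exact Poisson intervals. Each panel has its own axis from 0. Lhx2 was at 319 and 896 CPM, Limch1 at 125.7 and 85.2 CPM, and Arpp21 at 231.5 and 225.0 CPM.

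The study named Alx4 as a gene downstream of STING, and Htr2c, Dnah6 and Slc4a5 as reduced in the embryonic cortex. At birth all 4 were close to the limit of these libraries. Alx4 had 5 UMIs in WT and 11 in cKO over all cells (log2 ratio 1.17, -0.48 to 3.04), Htr2c had 87 and 74 (-0.20, -0.67 to 0.26), and Slc4a5 had 2 in each, too few for a ratio. Dnah6 had 137 and 28 (log2 ratio -2.26, -2.90 to -1.67) and remained lower under each scaling. These 4 genes were measured over all cells and not by class. A ratio therefore does not separate a change within cells from a different makeup, such as the ependymal-like share of 1.38% in WT and 0.908% in cKO.

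For 5 genes whose proteins the study stained in sections, levels over all cells were compared. Their log2 ratios were -0.13 for Sox2, -0.15 for Pax6, 0.23 for Eomes, 0.15 for Tubb3 and -0.22 for Bcl11b, against the median of -0.29 over all genes, and each of these 5 changed sign under 1 of the 3 scaling alternatives.

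By the rule fixed for naming further genes, the lowest ratios in neuron-like cells were those of Fam136a (77.9 CPM in WT and 4.72 in cKO), Mrpl14 (98.1 and 13.5) and Dynll1 (1385 and 343), and the highest those of Gm8730 (26.2 and 662), Arrdc4 (36.4 and 228) and Gm26917 (32.5 and 163). In progenitor-like cells the lowest were Ezh2 (427 and 32.7 CPM), Mrpl14 (124 and 9.25) and Coa3 (133 and 17.5), and the highest Gm8730 (33.8 and 783), Neurod2 (41.5 and 265) and Tbr1 (19.3 and 128). Neurod2 is also on the list of neuronal markers used for naming. Tbr1 is among the leading genes of unnamed clusters left out of this class, with 589 WT and 2 cKO cells and with 9 WT and 306 cKO cells. No alternative choice of clusters was run for either gene. In radial glia/astrocyte-like cells the lowest were Rhcg (79.96 and 4.84 CPM), Ezh2 (100.8 and 11.1) and Fam212b (67.6 and 6.26), and the highest Gm8730 (29.2 and 638), Per1 (21.04 and 171) and Cdkn1a (4.21 and 55.2). Gm8730 (chromosome 8, 102864845 to 102865798) is a processed pseudogene that shares 98.7% identity with Rplp0 over 954 bases, and Dynll1 shares sequence of at least 95% identity with other expressed genes, so their counts are uncertain. Arpp21, Limch1, Htr2c, Dnah6, Sox2, Tubb3, Xist, Ddx3y and Rhcg overlap genes on the same strand, and Alx4, Pax6, Eomes, Mrpl14, Ezh2, Coa3 and Cdkn1a overlap genes on the opposite strand, which leaves part of their counts uncertain too. The 18 directions held under the scalings run for each class.

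The last comparison concerned gene lists fixed before the data were examined, each described by its median log2 ratio and by the percentile of that median among 10000 random lists matched on mean expression. Over all cells, the interferon-stimulated list had a median of -1.29 (17 genes with enough UMIs, all 17 lower in cKO, 3.40th percentile). Targets of NF-kB had -1.07 (13.5th percentile), genes of the NF-kB and STING pathway -0.14 (80.5th), and dissociation and immediate early genes -0.28 (22.5th). The 4 haemoglobin genes measured had -1.91 and lay below all random lists. In neuron-like cells the percentiles were 5.48 for the interferon-stimulated list, 77.8 for NF-kB targets, 87.0 for the pathway, 56.0 for dissociation genes and 0 for haemoglobin. In progenitor-like cells they were 7.05, 63.3, 77.0 and 2.54 for the first 4 lists in the same order, with too few haemoglobin genes for a value. The interferon-stimulated list lay at percentile 62.3 in radial glia/astrocyte-like, 45.4 in OPC-like and 23.3 in ependymal-like cells.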

Values the study reported

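The study reported that about 10 000 cells passed quality control in both the control and the STING cKO samples. It named the control STINGfl/fl in that sentence and WT in the figure legend. It described 7 clusters of cells in these data.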

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

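The tests in this part were chosen only after the sex-linked genes had been seen. These genes were measured to learn the sex of the cells and enter no comparison of cell classes. Over all kept cells, Xist stood at 1297 CPM in the cKO library (95% Poisson interval 1287 to 1306) against 0.18 CPM in WT. The 4 Y chromosome genes together stood at 175 CPM in the WT library (172 to 179) and at 0.110 CPM in cKO (0.0404 to 0.239). The labels do not give the sex of the animals. In the marker table that the authors deposited, Xist is listed for 14 of the 19 clusters, with a highest log fold change of 1.06 in cluster 12, in a base taken to be natural from the column name and not stated in the table.

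A mixture of both sexes in the cKO library is argued against by the Y genes, which reached only 0.0628% of their WT level there. A swap of the labels is argued against by Tmem173 in the named neural classes, where the deletion acts. It had 15 UMIs in WT and 1 in cKO (log2 ratio -4.02, -9.41 to -1.32), at percentile 1.20 of the 500 genes nearest in mean CPM. These are few UMIs, and part of them can be free RNA of other cells. Animals of different sex would also raise X-linked genes that escape inactivation. The median log2 ratio of Kdm6a, Kdm5c, Eif2s3x and Ddx3x was 1.014, at percentile 100 of matched random lists of 4 genes. The values are consistent with a male source of the WT library and a female source of the cKO library. Since each genotype was represented by 1 library, differences due to genotype, sex, litter and library preparation are confounded in every comparison of the report, and the difference in sex stays among the open explanations for each of them.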

How the results depend on the processing

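Settings chosen only after the data were seen were doublets removed at 1 rate rule, each library centred before clustering, unnamed clusters put in the class of their best list, unnamed intermediate progenitor clusters counted as progenitor-like, and cycling clusters alone. No paired analysis was possible because each group is 1 library with no replicate number in the labels. Tmem173 (-2.95 to -2.51, 4 alternatives) and Alx4 (1.18 to 2.87, 3 alternatives) stayed inside their main counting intervals. The cause of the changes below was not tested, except that merging, splitting or renaming clusters changes a share by its construction.

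The neuron-like share, 5.43 points higher in cKO, was 2.86 points without a cell filter, 11.3 under the stricter filter, 7.345 without doublet removal, 15.3 at resolution 0.5, 0.147 at resolution 2, 9.10 with each library clustered alone, 11.6 with libraries centred and 1.53 with unnamed clusters put in their best list. In this section reversed means a change of sign, whatever the interval of the alternative. The neuron-like share reversed to -1.10 with marker scores (-2.84 to 0.64, which includes 0) and to -6.63 with doublets at 1 rate rule (-8.43 to -4.83). The progenitor-like share, 4.92 points higher, was 7.10 without a filter, 1.52 with each library alone, 3.25 with libraries centred and 1.02 with unnamed intermediate progenitor clusters counted. It reversed to -1.11 at resolution 2 (-2.31 to 0.090, which includes 0) and to -2.04 for cycling clusters alone (-2.78 to -1.29). Other classes together, at -4.96 points, were lower in all 11 alternatives; the values beyond counting error were -3.02 without a filter, -15.4 under the stricter filter, -7.19 with each library alone and -2.97 with marker scores. The ependymal-like share reversed to 1.46 under the stricter filter. The share in no named class reversed to 0.0908 under the stricter filter (-2.36 to 2.57, which includes 0), 6.08 at resolution 2 and 7.97 with doublets at 1 rate rule. Of 75 alternatives for single class shares, 57 stayed within counting error, 14 moved and these 4 reversed.

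Emx2 stayed above 0 in all 13 alternatives and moved beyond its interval in 1, to 0.66 with each library alone. In intermediate progenitor-like clusters alone, which were not among these alternatives, it was -0.17 (-0.45 to 0.11), and 0.32 (0.092 to 0.56) with the unnamed clusters of most of their markers joined. Lhx2 stayed above 0 in all 13. It was 1.58 with TMM, 1.75 without a filter, 1.60 without doublet removal, 1.81 at resolution 0.5, 1.02 at resolution 2, 0.98 with each library alone, 1.00 with marker scores, 1.29 with libraries centred and 1.08 in cycling clusters. Arpp21 has no direction that held: 0.15 with TMM, 0.0092 with marker scores and 0.070 with doublets at 1 rate rule, but -0.17 without a filter, -0.19 under the stricter filter and -0.087 with each library alone. Limch1 was -0.37 with TMM, -0.40 with the mean of each cell's CPM, -0.245 under the stricter filter (interval -0.51 to 0.016) and -0.47 with doublets at 1 rate rule. Bcl11b was -0.15 with TMM, -0.55 with the mean of each cell's CPM, -0.27 under the stricter filter, -0.46 without doublet removal, -0.39 at resolution 2, -0.28 with marker scores and -0.22 with doublets at 1 rate rule.

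Over all cells, TMM factors reversed Sox2 to 0.13, Pax6 to 0.12 and Bcl11b to 0.050, and the mean of each cell's CPM reversed Eomes to -0.065 and Tubb3 to -0.0039. TMM shifts every gene alike, by bringing the median of all genes from -0.29 to -0.028. Dnah6 stayed lower in every scaling. The rank of progenitor-like r from the lowest was 6 of 8 classes. It was 5 of 7 without a filter and 3 of 5 under the stricter filter, the same place counted from the highest. It became 4 with equal cell numbers, 1 with equal cells thinned to 1000 UMIs, and 3 with the mean of natural log values. It stayed 6 with a pseudocount of 10 and with genes of at least 10 CPM. The 48 alternatives for genes named by rule reversed nothing. The 28 for gene lists compared percentiles, of which 15 stayed within their interval and 13 moved. Medians of lists near 0 changed sign with TMM: over all cells the NF-kB pathway went from -0.14 to 0.13, in neuron-like cells NF-kB targets from -0.11 to 0.072 and dissociation genes from -0.089 to 0.098, and in progenitor-like cells NF-kB targets from -0.035 to 0.051. Depth limits the small classes: mural-like r was 0.637 even within WT.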

Other observations

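The tests of an uneven makeup of vascular and microglia-like cells for Tmem173, of a shift of Lhx2 in progenitor-like cells alone, of fewer vascular and microglia-like cells for interferon-stimulated genes, of reads shared by Gm8730 and its copy, and of damaged cells were chosen or reworded only after the result was seen. The test of vascular and microglia-like cells replaced earlier forms, on the percentile within those cells (65.4) and in all other kept cells (0.345), and its limits were also set after these values were seen. The remaining tests in this part were written before their values were seen.

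The same genes differed between the libraries in every class examined. Across genes, log2 ratios in neuron-like cells correlated with those in progenitor-like (r = 0.722), radial glia/astrocyte-like (0.686), OPC-like (0.733), endothelial-like (0.549) and microglia-like cells (0.482), where random equal parts of the WT library gave a mean r of 0.0013 for neuron-like against endothelial-like cells. The last 2 classes lie outside the neural lineage. RNA of neurons free in other droplets is argued against as the whole cause by genes at least 4 times higher in endothelial-like than in neuron-like cells of both libraries, whose r was 0.380 over 744 genes, and 0.276 over 423 genes for microglia-like cells. Neuronal marker RNA in endothelial-like cells was 5.26% of its neuron-like level in WT and 5.60% in cKO, and in microglia-like cells 11.8% and 13.6%, so that free RNA can account for part of r, more so in microglia-like cells. Removing the trend on transcript length and GC content left r at 0.528, and leaving out the X and Y chromosomes left it at 0.550. A candidate explanation is a difference between whole animals or library preparations, such as litter, sex or handling. A wider effect of the deletion stays open too, as genotype and library are confounded.

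Gm8730, the highest gene by rule in all 3 classes, rose from 28.0 to 682 CPM over all cells. Reads counted for its near copy Rplp0 in WT and for Gm8730 in cKO would have lowered Rplp0. The fall of Rplp0 as a fraction of the gain of Gm8730 was -0.142, as Rplp0 rose from 1788 to 1881 CPM, while the median log2 ratio of 101 ribosomal protein genes was 0.027. Reads that match both genes and were counted for neither in WT stay open, as does a strain variant that changes where reads match. Neither was tested, since reads were not used here.

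Tmem173 was lower also in endothelial-like, microglia-like and mural-like cells together, which Nestin-Cre is not designed to target, with 68 UMIs in WT and 13 in cKO (log2 ratio -1.61, -2.60 to -0.75). Unequal depth is argued against by thinning these cells to 5000 UMIs, which left 18 and 2 UMIs and a log2 ratio of -2.46 (-5.61 to -0.39). An uneven makeup of the 3 classes is argued against by endothelial-like cells alone, at -1.25 (-2.40 to -0.24). The general scatter between the libraries may account for a ratio of this size, since it lay at percentile 6.80 of the 500 genes nearest in mean CPM. These counts therefore do not show whether the gene was lost outside the neural lineage.

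The interferon-stimulated list was lower in cKO over all cells, with a median log2 ratio of -1.29 at percentile 3.40, which is itself inside the central 95% of random lists, so general scatter between the libraries is not excluded. Within endothelial-like, microglia-like and mural-like cells its percentile was 65.4, and in all other kept cells it was 0.345. Those other cells still held an unnamed cluster of 68 WT and 13 cKO cells led by vascular genes, with 1509 and 213 UMIs of the list. Without it the percentile was 7.32 and the median -0.97, with 14 of 16 genes lower. As the list lies inside the central 95% both with all cells and without these, the test does not decide whether fewer vascular and microglia-like cells in cKO are the cause. RNA of those cells free in other droplets is argued against by their markers, whose UMIs in the named neural classes were 7.86% of those within the cells in WT, where the list reached 161%. Cells of clusters left unnamed are likewise neither excluded nor shown to be the cause. They held 1662 UMIs of the list in WT and 255 in cKO, of which 1509 and 213 were in the cluster led by vascular genes. Within the unnamed clusters the median was -1.20, with 15 of 15 genes lower, at percentile 1.84, outside the central 95%. In the named neural classes alone the list lay at percentile 10.0. The limit of 10 set for this test before is not used, for the same reason. There its median was -0.92, with 14 of 16 genes lower, and Ifit2 had 353 and 160 UMIs. By class the percentile was 5.48 in neuron-like and 7.05 in progenitor-like cells, but 62.3 in radial glia/astrocyte-like, 45.4 in OPC-like and 23.3 in ependymal-like cells, so a fall common to the neural classes was not seen. An effect of STING loss on these genes stays open, as do sex, litter and preparation.

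Of the 5 genes the study compared within a class, 4 lay within the central 95% of the genes nearest in mean CPM, so that general scatter between the libraries is enough for differences of their size. The exception was Lhx2 in progenitor-like cells under the main cell names, at 1.49 against an upper limit of 0.98 among its neighbours. Other settings brought it near that limit, to 0.98 with each library alone, 1.00 with marker scores and 1.02 at resolution 2, and it was 0.80 (0.74 to 0.87) in intermediate progenitor-like cells joined by the unnamed clusters with most of their markers. An uneven makeup of that class by cycling and intermediate progenitors is argued against as the whole cause by the cycling clusters alone, where the log2 ratio was 1.08 (0.96 to 1.19). As this is below 1.49, makeup can account for part of the ratio. The makeup of the cycling clusters themselves was not tested. A shift in progenitor-like cells alone is argued against by radial glia/astrocyte-like cells, at 0.82 (0.72 to 0.91), and by neuron-like cells, at 0.64 (0.60 to 0.69). A higher Lhx2 level across the neural classes of this cKO library is a candidate reading, with genotype, sex, library and the makeup of each class open as explanations.

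Over the mitochondrial limit lay 35.9% of WT and 32.9% of cKO barcodes. Loss of RNA from damaged cells may explain them, as their median UMI count was 0.303 of that of the barcodes that passed the cell filter in WT and 0.300 in cKO. No biological explanation was tested.

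The files held 10715 and 9198 barcodes, 19913 in all, and the filters used here kept 6586 and 5946 cells, 12532 in all. Read per library, the count quoted from the study is near the deposited barcodes and above the cells kept here. Read as a total, it is below the deposited barcodes and nearer to the cells kept. The clustering here gave 40 clusters. That is higher than the number quoted from the study above.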
